A study of Aspergillus nidulans with 12 samples. Its data were reported in "Nuclear Functions of KaeA, a Subunit of the KEOPS Complex in Aspergillus nidulans" (2022).

How the data were processed

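RNA-Seq was carried out by the authors on mycelium of the A. nidulans strains kaeA19, kaeA25 and their kaeA+ controls wt4 and wt5, with 3 biological replicates per strain according to the labels. The strains of the kaeA19 comparison carry other marker mutations than those of the kaeA25 comparison, and kaeA25 has the markers of its control wt5. The study's methods give proA6 for every strain compared here, and adF9, yA2 and phenA2 only for kaeA25 and wt5. For kaeA19 and wt4 the sources differ: the labels give both strains the same pabaA allele and number the biA allele differently from library to library, while the study's methods give different pabaA alleles and the same biA allele. A difference between kaeA19 and wt4 at these markers is therefore not excluded. Ribosomal RNA was depleted, and libraries were sequenced in pairs. According to the study's methods the reads were aligned with TopHat 2 and Bowtie2 to the AspGD genome of strain FGSC A4, pairs in the correct orientation were kept, and fragments were counted per annotated gene. Whether the counting used the strand is not given in the sources used here, so reads of overlapping or antisense genes, and of near-identical copies, cannot be assigned with certainty. The submitters' processing notes name FastQC, TopHat2, Bowtie2 and edgeR, with a version for TopHat2 alone (2).

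The deposited data are 2 tables of the authors' comparisons, 1 per mutant, with the same 7729 genes in the same order. The authors' mean is a signal, the mean over 6 libraries of fragment counts divided by a factor per library. The deposited log2 fold change is that of the mutant over its control and has a standard error, the score of a gene is its log2 fold change divided by that standard error, and the authors' p-value is the 2-sided normal p of the score. The authors' adjusted p-value equals a Benjamini-Hochberg adjustment over the genes above a limit on the mean, with no difference found when it was recomputed. These columns are those of a DESeq2 results table, per the file headers, although the study's methods name edgeR. The largest standard error was 0.51 in the deposited kaeA19 table and 0.45 in the deposited kaeA25 table. With standard errors this small even for weak genes, the fold changes may have been drawn toward 0 (shrunken). The sources used do not state this. The test of the difference, the group levels and the shares in the control levels take the folds as listed. They are approximate where a fold is shrunken. That the fold changes are mutant over control follows from the names of the tables, and no value per strain was used to test it. The study's RT-qPCR of these strains gives the same directions for rosA, nosA, jlbA, nmrA and AN1298 in kaeA19 and for AN10854 in kaeA25.

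For kaeA19, 265 genes had a mean of 0, 480 others had no p-value, 6984 had a p-value and 6227 an adjusted p-value, with a mean of at least 148. For kaeA25 these numbers were 181, 568, 6980 and 5451, with a mean of at least 329. Genes with an adjusted p-value are called tested. The other genes with a p-value lie under the limit on the mean and have no adjusted p-value in the authors' tables. The smallest mean above 0 was 11.8 in the kaeA19 table and 11.2 in the kaeA25 table, and no mean lay between 0 and 10. Taken as 1 library at a limit and 5 at 0, this gives a limit of 70.7 and 67.1 normalized fragments per library. Where the mean of a called gene's lower group, worked out from the mean and the fold change, was below that of 1 library at the limit, the fold is given as an approximate lower bound, the higher group's mean divided by the limit. It is approximate because the limit is the smallest seen in any library and can be higher in others. Values given as 'at least' hold for this limit only. Group means worked out in this way are also approximate where a fold is shrunken. These limits cover the level of the tables only, since no depth per library was used.

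An edgeR quasi-likelihood test, planned before the data were examined, could not be run, because the deposited tables analysed here have no counts per library. As planned for that case, the authors' comparisons are described at the study's thresholds, a fold change over 2 and an adjusted p under 0.05, and no mean, SD or n per group is given. The difference of the 2 mutant effects was tested with a normal test of the difference of the deposited estimates over the root of their summed squared standard errors, with Benjamini-Hochberg adjustment over the 5365 genes tested in both. Overlap of called genes was tested per direction with Fisher's exact test, 2-sided. Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the deposited scores, or on the statistic of the difference, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

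The 24 gene lists were fixed before the tables were opened but after the paper had been read. They cover KEOPS, arginine and proline catabolism, nitrate and ammonium assimilation, alternative nitrogen sources, phenylalanine catabolism, amino acid biosynthesis and cross-pathway control, and sulfur assimilation. They also cover glycolysis, gluconeogenesis with acetate and ethanol use, starch use and carbon catabolite repression, fatty acid and sterol synthesis, fatty acid beta-oxidation, and siderophores and iron regulation. Others cover the penicillin and sterigmatocystin clusters, other secondary metabolite backbone genes, asexual and sexual development, heat shock, core histones, housekeeping genes, the regulators the study chose, and the genes that the study's other assays assigned to KaeA as chromatin regions or protein partners. Some lists hold genes that the study names as changed in these samples (agaA and otaA, rosA, nosA, jlbA, AN0948 and nmrA), and the phenylalanine members were also seen in the study. The direction of these lists is therefore not independent of the study. Lists share members, and 3 genes of fatty acid and sterol synthesis (AN8907, AN6973 and AN2042) were taken from the study's chromatin regions. Gene names were taken from the lists or from a RefSeq gene table of assembly ASM1142v1, to which 7332 of the 7729 IDs (94.9%) matched, 688 of them with a symbol. That assembly differs from the authors' build, so no coordinates are given and the table served only for names, gene length and which genes neighbour each other. Of the 174 members with a name, 14 have another name in that table. A rule set before the data were examined drops such members. It was not followed in the reported values: the other names were taken, without a test, for names of the same genes (car2 for otaA, for example), and the members were kept. The result of following the rule is given where it ends a call. Lists planned from annotated products (ribosomal proteins and the respiratory chain) were not used here, since the table has no product names.

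Genes are named by a rule set before the data were examined: the KEOPS genes, the 10 largest increases and decreases of each comparison, up to 4 called members of each list or the 2 with the smallest p. The rule adds the 9 chosen regulators, the 10 genes most changed in both mutants, genes called in opposite directions and the 10 with the smallest p for the difference. The rule named 117 genes. Its conditions on level and on overlap of libraries could not be applied. Other list members, such as accA, fasA, lysB, crnA, azgA, hxA and uaZ, the neighbours of named genes, and AN5245 were named after their values were seen.

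The adjusted p step of the 2 comparisons and of their difference was run on simulated data with 200 changed genes per comparison. Errors were drawn independently from the deposited standard errors, and no fold threshold was applied. The rates given here therefore do not cover the calls with a fold over 2. They also do not test whether those standard errors are right. At an adjusted p under 0.05 the kaeA19 step over 6227 genes recovered 50.7%, 83.6% and 90.9% of the genes changed by a fold of 1.5, 2 and 3, with 6.83% false calls. The kaeA25 step over 5451 genes recovered 50.7%, 82.1% and 97.0%, with 4.38% false calls, and the difference over 5365 genes 28.2%, 68.3% and 88.3%, with 2.62% false calls. Alternatives to the thresholds, to the limit on the mean, to the centre of the fold changes, to the preset correlation and to the members of the lists were computed. The tables of the 2 comparisons were normalized separately, so levels set across them are descriptions and were not tested.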

Results

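Transcripts were measured by RNA-Seq in mycelium of 4 strains of the filamentous fungus Aspergillus nidulans, with 3 libraries per strain and 12 libraries in all. The strains kaeA19 and kaeA25 carry different mutant alleles of kaeA (AN6569), which encodes a subunit of KEOPS, a conserved complex known for its part in modifying tRNA. Each mutant was compared with its own kaeA+ control, wt4 for kaeA19 and wt5 for kaeA25, after growth in liquid minimal medium. The study states that growth of both mutants is much slower than that of wild type. Changes tied to slower growth, also those shared by both mutants, could not be told apart here from other effects of the alleles. According to the study, every strain also carries proA6, and kaeA mutations were first found as suppressors of proline auxotrophy. Higher agaA and otaA in both mutants had been reported before, so their increase below is not a new finding. The question was which genes changed their transcript level in each mutant. Values per library were not used here, since the deposited data analysed are the authors' tables of the 2 comparisons, so every gene value below is an estimate of the authors with its standard error (SE) from 3 mutant and 3 control libraries. The depth of each library is unknown from these tables. The mean normalized fragment counts of all 7729 listed genes summed to about 22310300 in the kaeA19 table and to 21992800 in the kaeA25 table, each the total of an average library after normalization, and the median SE of a log2 fold change was 0.18 and 0.21.

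Transcripts of the mutated gene were present in both comparisons. In the authors' deposited table kaeA had a mean of 716 normalized fragments and a log2 fold change of -0.54 ± 0.17 (SE) in kaeA19, with the authors' adjusted p = 0.00754, which passed the p threshold but not the fold threshold. The authors' deposited table for kaeA25 gave kaeA a mean of 868 and a log2 fold change of 0.33 ± 0.26 (SE), adjusted p = 0.470. The effects on kaeA differed by 0.87 ± 0.31 (normal test of the difference of the deposited estimates, adjusted p = 0.0485). A level of the transcript checks no label here, since neither allele removes the gene. None of the 5 tested KEOPS genes was called in either mutant, also when adjusted over the list alone. Below the fold threshold, the authors' deposited table listed pccA (AN2845) at -0.49 ± 0.15 in kaeA19 and cgi121 (AN11910) at 0.66 ± 0.22 in kaeA25, both past adjusted p (0.00513 and 0.0319).

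In kaeA19, the genes of arginine breakdown rose, though other genes had larger listed increases. Arginase (agaA, AN2901) rose by 3.74 ± 0.25 (SE) and ornithine transaminase (otaA, AN1810) by 3.57 ± 0.21 on the log2 scale in the authors' deposited table. Most genes of fatty acid and sterol synthesis fell, and so did most genes that make or take up siderophores, the iron carriers of fungi. The sexual development genes rosA, nosA and esdC rose, and the alcohol dehydrogenase gene alcA (AN8979), listed near 0 in wt4, was among the largest increases. At the thresholds of the study, a fold change over 2 and an adjusted p under 0.05, the authors' deposited table called 475 of 6227 tested genes, of which 341 were higher and 134 lower in kaeA19, so that 71.8% of the called genes were higher. Without the fold threshold, 974 genes were higher and 964 lower, so 50.3% were higher.

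The 10 called genes with the largest increase in the authors' deposited table for kaeA19 ran from 6.97 for rosA (AN5170) to 8.90 for AN1586 on the log2 scale. Besides rosA and alcA they were AN0964, AN3130, AN10588, AN9142, AN4355, AN3567 and AN8174. All of these had a wt4 level below that of 1 library at the smallest count the tables hold, so their listed folds are not precise. An approximate lower bound is given for those described here. Against a count limit of 70.7 normalized fragments, which can be higher in some libraries, the increase was at least about 3.01 for rosA, 3.60 for alcA, 4.88 for AN1586 and 4.89 for AN0964 on the log2 scale. The largest decreases in the authors' deposited table were those of AN1298, a gene the study picked as a possible regulator (listed at -8.37, a fall of at least 4.36), AN10179 (listed at -6.37, at least 2.82), AN10242 (listed at -6.12, at least 2.96), AN11751 (listed at -5.37, at least 2.67) and AN0394 (-4.34 ± 0.49). The siderophore transporter gene mirB (AN8540) at -3.48 ± 0.39, AN8365 at -2.92 ± 0.37, AN11597 at -2.61 ± 0.11, sit1 (AN5378), a gene of siderophore uptake, at -2.61 ± 0.30 and AN8009 at -2.61 ± 0.23 completed the list of the authors' deposited table.

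Of the 13 tested genes of fatty acid and sterol synthesis, 9 were called lower in kaeA19 and 0 higher, and the count adjusted over the list alone was also 9. The authors' deposited table gave the ATP citrate lyase genes aclA (AN2435) and aclB (AN2436) log2 fold changes of -1.97 ± 0.13 and -2.00 ± 0.18. It listed the acetyl-CoA carboxylase gene accA (AN6126) at -1.39 ± 0.20, and the fatty acid synthase genes fasA (AN9407) and fasB (AN9408) at -1.11 ± 0.18 and -1.07 ± 0.18. The list was lower than other genes by limma's cameraPR (adjusted p = 3.37e-10). Of the 10 tested genes of siderophores and iron regulation, 8 were called lower and 0 higher, again 8 when adjusted over the list alone (cameraPR adjusted p = 9.34e-04). Besides mirB, the authors' deposited table listed the biosynthetic genes sidG (AN8539) at -2.13 ± 0.38 and sidH (AN6235) at -1.79 ± 0.25 and the iron regulator hapX (AN8251) at -1.80 ± 0.43. The estimates of the siderophore list were less precise than most, with a median SE of 0.39, against 0.18 over all tested genes. In sulfur assimilation, 3 of 8 tested members were called lower and 0 higher, 3 also when adjusted over the list alone (cameraPR adjusted p = 0.00403). The authors' deposited table listed the homocysteine synthase gene cysD (AN8277) at -1.32 ± 0.15, the sulfate permease gene sB (AN2730) at -1.11 ± 0.16 and the ATP sulfurylase gene sC (AN4769) at -1.11 ± 0.19.

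Among the lists that stood higher in kaeA19, that of sexual development had 3 of 10 members called higher and 0 lower, 3 when adjusted over the list alone (cameraPR adjusted p = 0.00545). They were rosA, nosA (AN1848, 2.55 ± 0.28) and esdC (AN9121, 2.75 ± 0.30) in the authors' deposited table. The study chose rosA and nosA on these samples, so the direction of this list is not independent evidence. If rosA is taken as a repressor and nosA as an activator of sexual development, the members that moved do not share a role. The study, in contrast, describes both genes as negative regulators, so this point stays open. The list of amino acid biosynthesis and cross-pathway control had 3 of 14 members called higher and 2 lower, with the same counts adjusted over the list alone (cameraPR adjusted p = 0.00403). The authors' deposited table listed AN0948, which the study relates to the yeast starvation response gene GCN20, at 4.64 ± 0.19, the amino acid starvation regulator gene jlbA (AN1812) at 2.55 ± 0.15 and argB (AN4409), for ornithine carbamoyltransferase, at 1.43 ± 0.21. It listed cysD and lysB (AN5206) at -1.32 ± 0.15 and -1.07 ± 0.25. Since AN0948 and jlbA were also chosen by the study on these samples, the direction of this list is not independent evidence either. For arginine and proline catabolism 2 of 7 members were called higher and 1 lower, with the same counts adjusted over the list alone (cameraPR adjusted p = 0.0137). The members called higher were agaA and otaA, while the authors' deposited table listed prnX (AN1730) at -1.002 ± 0.247, and the list's median log2 fold change was -0.01, opposite in sign to its test. Following the rule set before the data were examined, which drops otaA for its other name in the reference, ended this call (cameraPR adjusted p = 0.568). With the median of all tested genes set to 0, prnX also stood at -0.97 and was not called. In gluconeogenesis, acetate and ethanol use, 2 of 9 members were called higher, 2 also when adjusted over the list alone, and 0 lower (cameraPR adjusted p = 0.0368). They were alcA and the aldehyde dehydrogenase gene aldA (AN0554), the latter at 1.14 ± 0.19 in the authors' deposited table. Of the 9 regulators that the study chose on these samples, 6 were called higher and 2 lower, 6 and 2 adjusted over the list alone (cameraPR adjusted p = 4.14e-05), which is not independent evidence of their direction.

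The nitrogen lists did not pass the test against other genes in kaeA19, although members of both passed singly. In nitrate and ammonium assimilation 3 of 12 members were called higher and 2 lower, 3 and 2 adjusted over the list alone (cameraPR adjusted p = 0.423). In the authors' deposited table the nitrate reductase gene niaD (AN1006) stood at 1.12 ± 0.20, the nitrate transporter gene crnA (AN1008) at 1.00 ± 0.17 and the glutamate synthase gene gltA (AN5134) at 1.26 ± 0.29. The co-repressor gene nmrA (AN8168) stood at -1.27 ± 0.21 and the ammonium permease gene mepA (AN1181) at -1.10 ± 0.26 in the authors' deposited table. For alternative nitrogen sources 2 of 10 were called higher, 2 adjusted over the list alone, and 0 lower (cameraPR adjusted p = 0.594), namely the GABA permease gene gabA (AN2962, 2.11 ± 0.26 in the authors' deposited table) and the acetamidase gene amdS (AN8777, 1.26 ± 0.32). Starch use and carbon catabolite repression had 2 of 4 members called higher, amyA (AN2018) and agdA (AN2017), 2 adjusted over the list alone (cameraPR adjusted p = 0.106). In the asexual development list 1 of 8 tested genes was called higher, 1 adjusted over the list alone, which was flbD (AN0279, 1.31 ± 0.29 in the authors' deposited table, cameraPR adjusted p = 0.544). Heat shock had 1 of 5 called lower, 1 adjusted over the list alone, hscA (AN12473) at -1.005 ± 0.164 in the authors' deposited table (cameraPR adjusted p = 0.613). With the median of all tested genes set to 0, hscA stood at -0.97 and was not called. No member was called, also when adjusted over the list alone, among 10 genes of glycolysis (cameraPR adjusted p = 0.882), 4 of phenylalanine catabolism (0.613), 5 of fatty acid beta-oxidation (0.637), 3 core histones (0.544), 4 housekeeping genes (0.654) and 2 secondary metabolite backbone genes (0.637), while KEOPS as a list gave 0.544. Only 1 of the sterigmatocystin genes and 0 of the penicillin genes were tested in kaeA19, so those lists had no test. Of the 63 tested genes in chromatin regions that the study assigned to KaeA by another assay, 10 were called lower and 0 higher, 10 adjusted over the list alone (cameraPR adjusted p = 0.00131). They included AN8009 and thiA (AN3928). They also included aclA, aclB and AN8907 of the list of fatty acid and sterol synthesis, and hapX of the siderophore list. Those lists share further members with the chromatin regions, so this test is not independent of theirs. Of 77 tested genes of KaeA protein partners 1 was called higher and 2 lower, 1 and 2 adjusted over the list alone (cameraPR adjusted p = 0.594).

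A correlation between the genes of a list could not be estimated without values per library. With a preset correlation of 0.1 in place of 0.01, the kaeA19 calls of fatty acid and sterol synthesis (adjusted p = 3.18e-05), siderophores (0.0270) and the chosen regulators (0.00372) passed. The others were lost, with adjusted p = 0.0700 for arginine and proline catabolism, 0.0700 for amino acid biosynthesis, 0.0527 for sulfur assimilation, 0.164 for gluconeogenesis, acetate and ethanol use, 0.0700 for sexual development and 0.177 for the chromatin regions. On ranks of the statistic the calls of arginine and proline catabolism (adjusted p = 0.732), amino acid biosynthesis (0.319), gluconeogenesis, acetate and ethanol use (0.306), sexual development (0.243) and the chosen regulators (0.108) were lost, and starch use and carbon catabolite repression passed (0.0383).

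In kaeA25, arginase and ornithine transaminase were among the strongest increases, and genes of phenylalanine breakdown rose with them. The authors' deposited table listed agaA at 4.34 ± 0.19 (SE) and otaA at 3.83 ± 0.16. Several genes for nitrate assimilation and for the use of other nitrogen sources fell, as did the penicillin genes acvA (AN2621) and aatA (AN2623). The authors' deposited table called 154 of 5451 tested genes at the same thresholds, 91 higher and 63 lower in kaeA25, so that 59.1% of the called genes were higher. The 10 largest increases in the authors' deposited table were those of AN3409 (listed at 6.82, at least 3.82), AN0337 (4.74 ± 0.20), agaA, otaA, AN7087 (3.66 ± 0.44), AN6779 (3.27 ± 0.30), AN0948 (3.16 ± 0.25), AN10960 (2.71 ± 0.27), jlbA (2.60 ± 0.22) and AN7937 (2.49 ± 0.30). The largest decreases in the authors' deposited table were those of AN10854, which the study relates to the yeast kinase regulator gene SNF4 (listed at -6.61, a fall of at least 3.58), and AN5467 (listed at -6.56, at least 4.33). They were followed in the authors' deposited table by AN8915 (-2.71 ± 0.37), AN7177 (-2.68 ± 0.25), AN4575 (-2.51 ± 0.34), AN9308 (-2.46 ± 0.25), AN1628 (-2.41 ± 0.21), the acidic amino acid transporter gene agtA (AN6118, -2.30 ± 0.28), acvA (-2.30 ± 0.45) and AN8903 (-2.19 ± 0.39).

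Of the 7 tested genes of arginine and proline catabolism, 3 were called higher in kaeA25 and 0 lower, 3 when adjusted over the list alone (cameraPR adjusted p = 2.58e-25). They were agaA, otaA and prnC (AN1733), for pyrroline carboxylate dehydrogenase, which stood at 1.07 ± 0.11 in the authors' deposited table. In phenylalanine catabolism 3 of 4 members were called higher, 3 adjusted over the list alone (cameraPR adjusted p = 0.00414), with fahA (AN1896) at 2.11 ± 0.38, hpdA (AN1899) at 1.69 ± 0.43 and hmgA (AN1897) at 1.61 ± 0.44 in the authors' deposited table. Neither this direction nor that of arginine and proline catabolism is independent evidence, since members of both lists were seen in the study. In amino acid biosynthesis and cross-pathway control 2 of 14 were called higher and 0 lower, 2 adjusted over the list alone, namely AN0948 and jlbA (cameraPR adjusted p = 2.81e-04). The study chose both of these genes on these samples, so this direction is not independent evidence either. For alternative nitrogen sources 4 of 8 tested members were called lower and 1 higher, 5 and 1 adjusted over the list alone (cameraPR adjusted p = 1.05e-06). The called genes were, in the authors' deposited table, agtA at -2.30 ± 0.28, the urea transporter gene ureA (AN0418, -2.01 ± 0.36), the purine permease genes uapA (AN6932, -1.61 ± 0.28) and azgA (AN8534, -1.05 ± 0.14), and, in the other direction, the GABA transaminase gene gatA (AN2248, 1.21 ± 0.25). The urate oxidase gene uaZ (AN9470) at -1.15 ± 0.44 passed only when adjusted over the list alone. In nitrate and ammonium assimilation 3 of 12 were called lower and 0 higher, 3 adjusted over the list alone (cameraPR adjusted p = 0.0117). They were mepA at -1.83 ± 0.44, the nitrate transporter gene nrtB (AN0399) at -1.75 ± 0.39 and the nitrite reductase gene niiA (AN1007) at -1.01 ± 0.34 in the authors' deposited table. Of the 3 penicillin genes 2 were called lower, 2 adjusted over the list alone (cameraPR adjusted p = 0.00776), acvA and aatA (-1.31 ± 0.37 in the authors' deposited table).

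Glycolysis had 2 of 11 members called lower in kaeA25 and 0 higher, 2 adjusted over the list alone (cameraPR adjusted p = 0.00414). They were the phosphoglycerate kinase gene pgkA (AN1246) at -1.09 ± 0.23 and the pyruvate kinase gene pkiA (AN5210) at -1.02 ± 0.13 in the authors' deposited table. None of the 13 fatty acid and sterol synthesis genes was called, 0 also when adjusted over the list alone, yet the list was lower than other genes (cameraPR adjusted p = 0.00414, median log2 fold change -0.49). Of the 9 tested siderophore genes 1 was called lower, mirB at -1.33 ± 0.44 in the authors' deposited table, 1 adjusted over the list alone (cameraPR adjusted p = 0.182). Of 8 tested regulators chosen by the study on these samples 2 were called higher and 1 lower, 2 and 1 adjusted over the list alone (cameraPR adjusted p = 0.0437), which again is not independent evidence. The genes in chromatin regions of KaeA had 1 of 63 called lower, 1 adjusted over the list alone (cameraPR adjusted p = 0.00414), and the genes of protein partners 1 of 80 called higher, 1 adjusted over the list alone (cameraPR adjusted p = 0.379). In the lists of markers of other cell types, asexual development had 1 of 6 tested genes called higher, 1 adjusted over the list alone (cameraPR adjusted p = 0.208), and sexual development 0 of 8 (0.388), 0 also when adjusted over the list alone. The asexual gene was flbD, at the fold threshold with 1.002 ± 0.292 in the authors' deposited table, and it was not called with the median of all tested genes set to 0 (0.99). The housekeeping list had 1 of 4 called lower, 1 adjusted over the list alone, the beta-tubulin gene tubC (AN6838) at -1.05 ± 0.33 in the authors' deposited table (cameraPR adjusted p = 0.180). No member was called in sulfur assimilation (cameraPR adjusted p = 0.182), gluconeogenesis, acetate and ethanol use (0.388), starch use and carbon catabolite repression (0.207), fatty acid beta-oxidation (0.838), KEOPS (0.373), heat shock (0.532) and core histones (0.933), 0 also when adjusted over the list alone. The median and the test differed in sign for beta-oxidation (median log2 fold change 0.07, test lower) and for core histones (median 0.05, test lower). Of 3 tested secondary metabolite backbone genes 0 were called and 1 passed when adjusted over the list alone, mdpG (AN0150) at 1.11 ± 0.43 in the authors' deposited table (cameraPR adjusted p = 0.388). No sterigmatocystin gene was tested in kaeA25. With a preset correlation of 0.1 the kaeA25 calls of arginine and proline catabolism (adjusted p = 6.46e-17), alternative nitrogen sources (2.55e-04), phenylalanine catabolism (0.0217), amino acid biosynthesis (0.0217) and penicillin (0.0261) passed. The others were lost, with adjusted p = 0.113 for nitrate assimilation, 0.0508 for glycolysis, 0.0700 for fatty acid and sterol synthesis, 0.160 for the chosen regulators and 0.265 for the chromatin regions. On ranks of the statistic the kaeA25 calls of amino acid biosynthesis (adjusted p = 0.166) and the chosen regulators (0.0948) were lost.

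The mutants were then set side by side over the 5365 genes tested in both comparisons, which share no library. More genes were called in the same direction in both mutants than independent lists would give. There were 46 called higher in both, out of 237 in kaeA19 and 90 in kaeA25 (expected 3.98, odds ratio 27.8, Fisher's exact 2-sided p = 1.13e-39). Another 12 were called lower in both, out of 124 and 60 (expected 1.39, odds ratio 11.6, Fisher's exact 2-sided p = 7.44e-09). The 10 with the largest change in both were agaA, otaA, AN0337, AN6779, AN0948, AN10960, jlbA, AN11043, AN2948 and AN0401, all higher. The authors' deposited table listed AN6779 at 4.70 ± 0.11 in kaeA19. It listed AN10960 at 3.16 ± 0.19 and 2.71 ± 0.27, AN11043 at 2.79 ± 0.24 and 2.38 ± 0.24, AN2948 at 2.33 ± 0.18 and 2.23 ± 0.16, and AN0401 at 2.33 ± 0.17 and 2.41 ± 0.30 in kaeA19 and kaeA25. Only AN2815 was called in opposite directions, at 1.21 ± 0.23 in kaeA19 and -1.05 ± 0.34 in kaeA25 in the authors' deposited table. Without the fold threshold 317 genes passed in both mutants, 22 of them in opposite directions. Across genes, which are not independent replicates, the Spearman correlation of the 2 fold changes was 0.417, and 0.550 over the 452 genes called in either mutant.

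**Figure D1:**
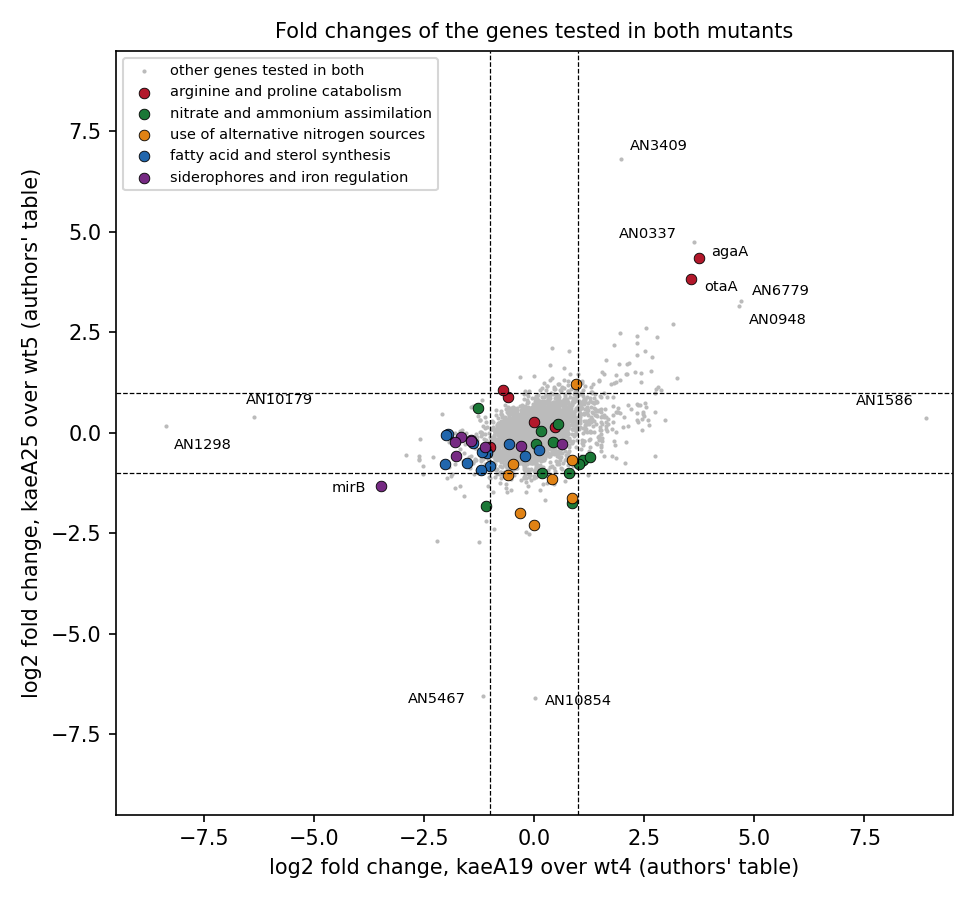
Each point is 1 of the 5365 genes tested in both comparisons, with the log2 fold change of kaeA19 over wt4 on the horizontal axis and that of kaeA25 over wt5 on the vertical axis, both from the authors' deposited tables. Members of 5 gene lists are in colour and dashed lines mark a fold change of 2 in either direction. The genes agaA and otaA lie at the upper right in both mutants, while AN1298 and AN1586 lie far out along kaeA19 only and AN10854 and AN5467 far down along kaeA25.

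The effects themselves differed between the mutants for 536 of the 5365 genes, with the kaeA25 effect the higher of the pair in 292 and the lower in 244 (normal test of the difference of the deposited estimates, adjusted p under 0.05). Both strains of the kaeA25 comparison carry markers that those of the kaeA19 comparison lack, among them adF9 and phenA2. A difference between the alleles can therefore not be told apart from a difference between the marker backgrounds. The 2 nitrogen lists had the smallest p for the difference between the mutants. Of the 12 members of nitrate and ammonium assimilation, 6 passed the test of the difference with a lower effect in kaeA25 than in kaeA19 and 1 with a higher one. The list as a whole was lower (cameraPR adjusted p = 1.74e-04, median difference -0.95). Members of the other lists are counted in the same way. The difference of the kaeA25 and kaeA19 effects was -1.80 ± 0.38 (SE) for niaD, -2.61 ± 0.51 for nrtB, -1.87 ± 0.35 for gltA and 1.89 ± 0.26 for nmrA on the log2 scale. The effect on alternative nitrogen sources was lower in kaeA25 as well (4 of 8 members, cameraPR adjusted p = 4.71e-05, median difference -1.54), with agtA at -2.29 ± 0.38 and uapA at -2.47 ± 0.56. For uapA, hxA (AN5613) and uaZ the listed levels of wt5 stood above those of wt4 by 3.18, 2.19 and 2.20 on the log2 scale and those of kaeA25 above those of kaeA19 by 0.67, 0.62 and 0.61, in tables that were normalized separately and with no test. Fatty acid and sterol synthesis stood higher in kaeA25 than in kaeA19 (cameraPR adjusted p = 0.00162, 3 members higher and 1 lower of 13), with aclA at 1.94 ± 0.26 and aclB at 1.94 ± 0.30. Siderophores stood higher as well (cameraPR adjusted p = 0.0319, 2 of 9 members higher), with mirB at 2.15 ± 0.59. Glycolysis was lower in kaeA25 (cameraPR adjusted p = 0.0377, 2 of 10 members). With a preset correlation of 0.1 the differences of nitrate assimilation (adjusted p = 0.0185) and alternative nitrogen sources (0.00370) passed, and those of fatty acid and sterol synthesis (0.0611), siderophores (0.179) and glycolysis (0.204) were lost. On ranks that of glycolysis was lost as well (adjusted p = 0.0610), as it was with renamed members dropped (0.0664). Arginine and proline catabolism and sulfur assimilation did not pass (cameraPR adjusted p = 0.0710 for each), nor did any of the remaining lists with a test.

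**Figure D2:**
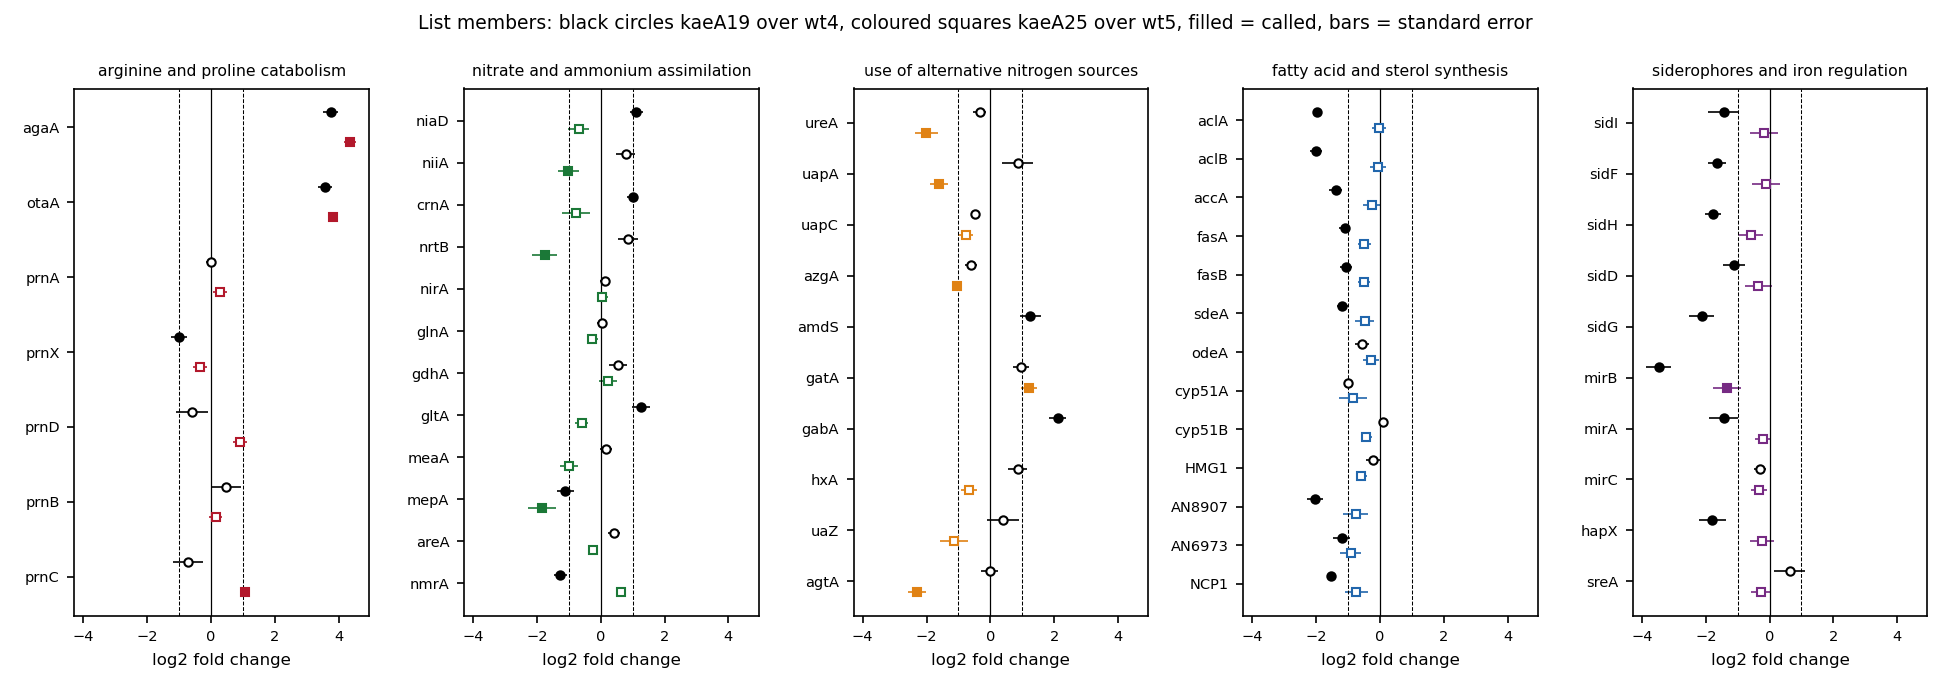
Each panel lists the tested members of 1 gene list with their log2 fold change on the horizontal axis and bars of 1 standard error, both from the authors' deposited tables, as black circles for kaeA19 over wt4 and coloured squares for kaeA25 over wt5. Filled marks are called genes and dashed lines mark a fold change of 2 in either direction. For aclA the circle lies at -1.97 and the square at -0.02, and for niaD they lie at 1.12 and -0.69.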

Values the study reported

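The study counted 341 genes with higher and 134 with lower transcript levels in kaeA19, and 92 and 63 in kaeA25. A gene counted as changed at a fold change above 2 with an adjusted p-value below 0.05.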

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

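The comparison of the 2 mutant effects and the gene lists were chosen before the data were examined, whereas the form of the test of the difference and the tests of technical explanations given here were chosen after the results had been seen.

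The effect of the mutation differed between kaeA19 and kaeA25 for 536 of 5365 genes by a test of the difference itself. The 10 genes with the smallest adjusted p for this difference were AN1298 (1.56e-82), AN1586 (1.16e-70), AN10854 (2.50e-50), AN10179 (5.10e-40), AN3409 (4.21e-27), AN5467 (5.61e-15), AN1726 (2.25e-12), aclA (4.28e-11), nmrA (7.81e-11) and AN0933 (7.14e-10). AN1726 stood in the authors' deposited table at 2.73 in kaeA19 and -0.58 in kaeA25, and AN0933 at 1.12 and -0.78. The gene called in opposite directions, AN2815, also differed (adjusted p = 7.00e-06).

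The largest listed folds belonged to genes listed near 0 in 1 of the strains, and of the 34 called genes of kaeA19 with a log2 fold change over 4 in size, 31 had a lower group under the level of 1 library at the smallest count. A mean between 0 and 10 was listed for 0 genes in the authors' deposited tables, while 265 genes of kaeA19 and 181 of kaeA25 had a mean of exactly 0 and 168 and 203 had a mean from 10 to 20. This is consistent with the explanation that the authors' processing set low counts to 0, which would enlarge such folds, and the bounds of these 31 genes had a median of 3.03 where the listed sizes had a median of 6.62. The 6 genes with the smallest p of the difference are such genes, and their p-values rest on standard errors of the same processing. Whether the strains differ in these genes through the alleles, their marker backgrounds or a change in the genome of a strain stays open, since no reads were used here.

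Nitrate and ammonium assimilation differed between the mutants as a list (adjusted p = 1.74e-04), with niaD, crnA and gltA higher in kaeA19 and nrtB and niiA lower in kaeA25. The listed levels argue only against a higher level in wt5 than in wt4 as the cause. Control levels carried -40.9% of the mean difference, so they differed the opposite way. The needed direction was found in 4 of 12 genes. Control strains that differed in another way could still have changed the effects, which these levels cannot decide. These levels were normalized separately in the 2 tables and worked out from folds that may be shrunken. A trend of the fold change with gene length was too small to give this difference. Its medians over 20 length classes ran from -0.13 to 0.13, against the list's median difference of -0.95. Removing so small a trend could not take away much, and 99.7% of that median was left. Normalization within each table and differences in depth between libraries were not tested on this list. A difference between the alleles or their marker backgrounds stays open, untested.

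Siderophore and iron genes fell in kaeA19 and differed between the mutants as a list (cameraPR adjusted p = 0.0319). That difference was lost with a preset correlation of 0.1 (cameraPR adjusted p = 0.179) and with a mean of at least 1000. The trend with gene length was too small to give this difference, with medians from -0.13 to 0.13 over 20 length classes against the list's 1.23. After its removal 97.9% of the median difference was left. Control levels carried 89.8% of the mean difference, with wt5 listed lower than wt4 in 8 of 9 genes, so a difference between the controls is a candidate explanation, again over tables that were normalized separately. The mean difference was -0.84 between the controls and 0.10 between the mutants on the log2 scale. The difference of the effects holds the control difference with its sign reversed. A list with differing effects therefore tends to show control levels in this direction. Over all 5365 genes the control difference had an SD of 0.47 and the mutant difference one of 0.55. The share to be expected of such a list without a special control difference was not worked out. A difference of the alleles or of the marker backgrounds stays open, untested.

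Shares in the control levels lean toward the needed direction by construction, as stated for the siderophores, so those given here do not decide about the controls. For these lists too, alleles and marker backgrounds were not told apart. Alternative nitrogen sources differed between the mutants as a list, lower in kaeA25 (adjusted p = 4.71e-05), with 64.9% of the mean difference in the control levels and 6 of 8 members in that direction. Fatty acid and sterol synthesis differed, higher in kaeA25 than in kaeA19 (adjusted p = 0.00162), with 42.6% of the mean difference in the control levels and 7 of 13 members in that direction. That call was lost with a preset correlation of 0.1 (cameraPR adjusted p = 0.0611). Glycolysis differed, lower in kaeA25 (adjusted p = 0.0377), with 15.4% of the mean difference in the control levels and 7 of 10 members in that direction, and the call was lost with a preset correlation of 0.05 (0.0996) or 0.1 (0.204), on ranks (0.0610) and with renamed members dropped (0.0664).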

How the results depend on the processing

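Thresholds with no fold limit, for each comparison and for the overlap, the stricter adjusted p of each comparison and the dropping of renamed list members were set before the data were examined. The other alternatives whose values are given were chosen after seeing the data. For kaeA19, an adjusted p under 0.05 with no fold threshold gave 1938 genes (974 higher, 964 lower) and an adjusted p under 0.01, also with no fold threshold, gave 1417 (759 and 658), which moved the share of higher genes from 71.8% to 50.3% and 53.6%. For kaeA25 these were 631 (367 and 264) and 391 (232 and 159). Limiting kaeA19 to genes with a mean of at least 1000 gave 250 genes with 143 higher (57.2%). The same limit left 41 lower genes for kaeA25. A test of a change beyond a fold of 1.5 gave 56 genes for kaeA25 (39 higher, 17 lower). The mutant effects differed for 267 genes at an adjusted p under 0.01 and for 248 with a difference over 1. With no fold threshold 188 genes were higher and 107 lower in both mutants, and 22 went in opposite directions. The changed thresholds and the fewer genes tested change such counts by construction, but the cause of the lower shares of higher genes was not tested. Lists past the threshold numbered 3 for kaeA19 with a preset correlation of 0.1 and 5 on ranks, 5 for kaeA25 with 0.1, and for the difference 3 with 0.05 and 2 with 0.1. The value of agtA in kaeA19, not called, went from -0.01 to 0.0174 when the median was set to 0. All other counts stayed within 1.5 times the reported ones, with 347 to 483 genes for kaeA19, 112 to 166 for kaeA25, 400 to 486 for the difference between the 2 mutant effects, 32 to 43 higher in both and 9 lower in both. Of the values of single named genes, 188 stayed on their side of the threshold and 25 lost their call in the test beyond a fold of 1.5, and 3 lost it with the median set to 0, which were hscA and prnX in kaeA19 and flbD in kaeA25. At an adjusted p under 0.01 with the fold threshold, 4 lost it, which were niiA, AN2815, tubC and mirB in kaeA25. List calls ended in 6 cases with a preset correlation of 0.05, 14 with 0.1, 8 on ranks, 4 with a mean of at least 1000 (gluconeogenesis, acetate and ethanol use in kaeA19, nitrate assimilation and penicillin in kaeA25, and the difference of siderophores) and 2 with renamed members dropped (arginine and proline catabolism in kaeA19 and the difference of glycolysis). No paired analysis was possible because the tables analysed here hold no values per library. The following settings, planned before the data were examined, were not run for the same reason. They are library size only, other size factors, other tests of the counts, filters on counts per library, a test against a fold on counts, the replicate block, leave-one-out, all 12 libraries in 1 fit, a correlation estimated per list, fry, and a count model of the interaction. Other splits of the samples could not be counted either. Genes under the limit on the mean (148 and 329 normalized fragments) have no adjusted p in the authors' tables. Adjusting every p-value without that limit gave 478 genes for kaeA19 and 166 for kaeA25.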

Other observations

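The tests of neighbouring genes given here, and the names of the neighbours, were chosen after the results had been seen.

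Several called genes of kaeA19 lie next to each other in the genome. Close to rosA, AN5168 and AN5169 stood at 2.14 ± 0.22 (SE) and 3.41 ± 0.21 on the log2 scale in the authors' deposited table. Beside nmrA, AN8167 and AN8169 stood at -1.11 ± 0.34 and -1.65 ± 0.27 in the authors' deposited table. The neighbours given are those that moved the same way as rosA or nmrA, and other genes nearby are not given. Of 4330 pairs of neighbouring tested genes in kaeA19, 41 were called in the same direction, against a mean of 14.9 and a highest count of 31 over 10000 random placements of the calls (one-sided permutation p = 0.0001, the smallest these placements can give). In kaeA25, 3 of 3473 pairs were called in the same direction, against a mean of 1.41 (one-sided permutation p = 0.1693). That neighbouring genes change together in kaeA19 is a hypothesis found and tested on the same data, and shared regulation was not separated from reads that span neighbouring genes.

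The tables were normalized separately and come from strains with different markers, so levels of single genes across them are values with no test, and the genes given here were chosen after their values were seen. In the authors' deposited tables the mean normalized count of acvA was 43.9 in the kaeA19 comparison and 1571 in that of kaeA25. That of fahA was 267 and 1552, that of hpdA 324 and 2985, and that of uapA 265 and 1089. Both strains of the kaeA25 comparison carry the markers adF9 and phenA2, which those of the kaeA19 comparison lack. Whether these markers bear on the levels was not tested.

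The gene with the largest mean, AN5245, had a mean of 755156 normalized fragments in the kaeA19 table and 835535 in the kaeA25 table, which is 3.38% and 3.80% of the total. The authors' deposited tables list it at 1.24 ± 0.48 in kaeA19 and -1.19 ± 0.43 in kaeA25 on the log2 scale with no p-value. Among genes with a mean of at least 1000, 35 in kaeA19 and 31 in kaeA25 have no p-value in the authors' deposited tables. Of these, 5 were listed higher in kaeA19 and 29 in kaeA25.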
